# RNA sequencing identifies transcriptional changes in the rabbit larynx in response to low humidity challenge

**DOI:** 10.1186/s12864-020-07301-7

**Published:** 2020-12-11

**Authors:** Taylor W. Bailey, Andrea Pires dos Santos, Naila Cannes do Nascimento, Shaojun Xie, Jyothi Thimmapuram, M. Preeti Sivasankar, Abigail Cox

**Keywords:** Animal model, In vivo, Vocal folds, Airway, Dehydration, RNA-Seq

## Abstract

**Background:**

Voice disorders are a worldwide problem impacting human health, particularly for occupational voice users. Avoidance of surface dehydration is commonly prescribed as a protective factor against the development of dysphonia. The available literature inconclusively supports this practice and a biological mechanism for how surface dehydration of the laryngeal tissue affects voice has not been described. In this study, we used an in vivo male New Zealand white rabbit model to elucidate biological changes based on gene expression within the vocal folds from surface dehydration. Surface dehydration was induced by exposure to low humidity air (18.6% + 4.3%) for 8 h. Exposure to moderate humidity (43.0% + 4.3%) served as the control condition. Ilumina-based RNA sequencing was performed and used for transcriptome analysis with validation by RT-qPCR.

**Results:**

There were 103 statistically significant differentially expressed genes identified through Cuffdiff with 61 genes meeting significance by both false discovery rate and fold change. Functional annotation enrichment and predicted protein interaction mapping showed enrichment of various loci, including cellular stress and inflammatory response, ciliary function, and keratinocyte development. Eight genes were selected for RT-qPCR validation. Matrix metalloproteinase 12 (*MMP12*) and macrophage cationic peptide 1 (*MCP1*) were significantly upregulated and an epithelial chloride channel protein (*ECCP)* was significantly downregulated after surface dehydration by RNA-Seq and RT-qPCR. Suprabasin (*SPBN*) and zinc activated cationic channel (*ZACN*) were marginally, but non-significantly down- and upregulated as evidenced by RT-qPCR, respectively.

**Conclusions:**

The data together support the notion that surface dehydration induces physiological changes in the vocal folds and justifies targeted analysis to further explore the underlying biology of compensatory fluid/ion flux and inflammatory mediators in response to airway surface dehydration.

## Background

Voice disorders are a prevalent communication disorder affecting human health worldwide [1–6]. In the United States general population, the prevalence of voice disorders has been estimated at 6.2% [7], and more recently, at 7.6% [8]. Data from the National Longitudinal Study of Adolescent to Adult Health shows the same 6% estimate among the adolescent population [9]. The development of voice disorders is identified as an occupational hazard, particularly among speakers who depend on a healthy voice for their livelihood. School teachers, entertainers, legal professionals are all at greater risk of dysphonia from voice disorders [3, 7, 10–13]. The economic impact of voice disorders is substantial. The average associated health care costs in the United States have been estimated at almost 200 million dollars [14], and a study of Brazilian teachers having to take time away from work due to dysphonia illustrates the potential impact of a loss of productivity in the workforce [15]. Taken together, the impact of voice disorders on society supports the need for a more comprehensive understanding of the development of voice disorders and therapies to address them.

Interventions for voice disorders exist along a continuum of non-invasive behavioral modifications to phonosurgery. The focus of this study is on the molecular biological responses to laryngeal surface dehydration as a means of substantiating the commonly prescribed prophylactic and therapeutic practice among speech-language pathologists [4, 16–19].

Dehydration, as it relates to voice, occurs under two paradigms: systemic dehydration and airway surface dehydration. Systemic dehydration, decreased total body water, has been shown to negatively impact phonatory effort in humans and acoustic measures in humans and ex vivo animal models [20–23]. Surface dehydration as related to voice is defined as loss of water from the luminal surface of the larynx and vocal folds. In everyday life, this may be caused by exposure to air of low humidity or increased respiratory rate from exercise. While there is evidence suggesting that surface dehydration within the larynx negatively impacts phonation with similar outcomes as systemic dehydration, recent studies in humans [24–27] do not always find a significant correlation between the two.

Unfortunately, rigorous in vivo analysis of the physiology of laryngeal surface dehydration is precluded by the invasive nature of data collection and the ethical implications of causing vocal injury in human subjects. Human studies are, therefore, generally limited to acoustic and aerodynamic measures or post-mortem evaluation. Conversely, animal models have largely allowed for ex vivo studies, which provide ample evidence that surface dehydration impacts vocal fold biomechanics and function [28–30], but the molecular pathobiology and resulting homeostatic compensatory mechanisms remain unclear. An attractive surrogate to the vocal folds is the airway distal to the larynx, which has been studied in the context of airway surface fluid homeostasis and response to luminal perturbations [31–33]. It has long been established that the humidity of inspired air can affect the magnitude of water lost to respiration [34] and that the resulting concentration of luminal electrolytes can cause dramatic physiological responses in the trachea, upper and lower airways [35, 36]. The vocal folds are covered by nonkeratinized stratified squamous epithelium, and the laryngeal lumen is predominately covered by respiratory epithelium. Therefore, the larynx may respond to perturbations similarly to the tracheal epithelium. This potential is supported in studies assessing vocal fold ion flux to altered composition of luminal surface fluid [37–39]. However, these were in vitro studies limiting the generalization of the data. Further studies are required to address questions of the specific underlying biology.

To probe for potential physiological responses to surface dehydration, we used an in vivo rabbit model. Anatomically, the rabbit larynx is grossly similar to the human larynx. Its size has been approximated to 8.6 × 5.5 mm at the level of the arytenoids [40, 41], consistent with the dimensions of the human newborn larynx [42]. Additionally, the literature demonstrates that rabbit larynges exhibit sufficient biological similarity to humans and have been used in molecular and histological studies of the vocal folds [43–47]. The rabbit larynx has also been used to characterize the physiological response to injury secondary to phonation [46, 47] or laryngeal and vocal fold surgery [48–50]. The common use of rabbits for laryngeal studies and the relatively small size for handling and housing makes this animal a suitable model for this study.

In this study, we sought to identify transcriptional-level changes in response to low humidity exposure that suggest a response to surface dehydration within the membranous vocal folds or the vocal fold lamina propria. We successfully addressed the following aims: [1] construction and evaluation of an environmental chamber capable of exposing rabbits to a consistent, physiologically-realistic low relative humidity environment and [2] investigation of the effects of 8 h of low humidity exposure on rabbit larynx by way of RNA sequencing (RNA-Seq). An 8-h exposure was selected as representative of a typical working day for human subjects. We used low humidity rather than desiccated air as the surface dehydration challenge to increase the ecological validity of the study. Rabbits exposed to moderate humidity served as the control condition.

## Results

### Humidity challenge and gross physical assessment

A total of eight rabbits were challenged with low humidity, and six rabbits were exposed to moderate humidity (control condition) in a specially fabricated environmental chamber (Fig. 1; see Methods section for details). Low humidity was 18.6 ± 4.3% (mean ± standard deviation) over the 8 h. The moderate humidity exposure was 43.0 ± 4.3% over the 8 h (Fig. 2). There was no observable behavioral differences or evidence of respiratory distress following exposure in either group. No gross evidence of inflammation or damage to the laryngeal mucosa was observed during visual examination under a dissecting microscope.

**Fig. 1:**
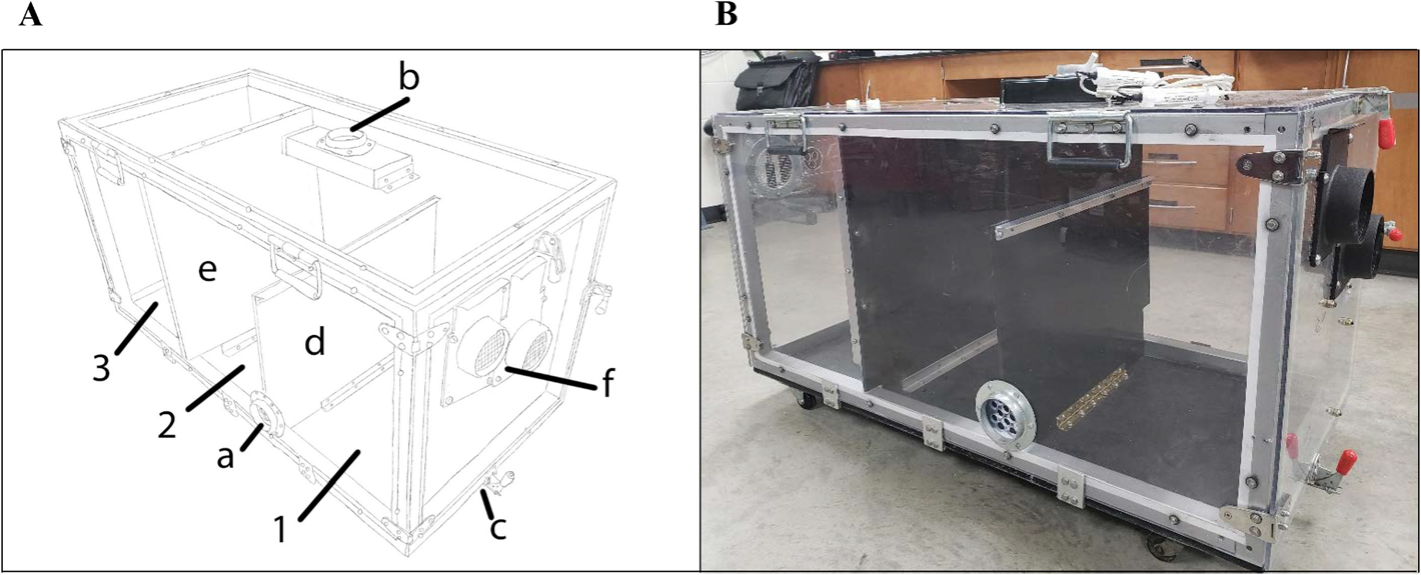
Environmental chamber used in this experiment. **a** Schematic design of the environmental chamber. Air output toward dehumidifier (a), air intake plenum from dehumidifier (b), latches for chamber doors that open longitudinally (c), mobile divider for separating challenge compartment into two sections (d, 1, 2), permanent divider separating challenge from control compartment (e, 3), and gated vent caps for titration of room air (f). **b** Picture of chamber showing actual materials and dimensions. Schematic design and photograph are both property of the authors

**Fig. 2:**
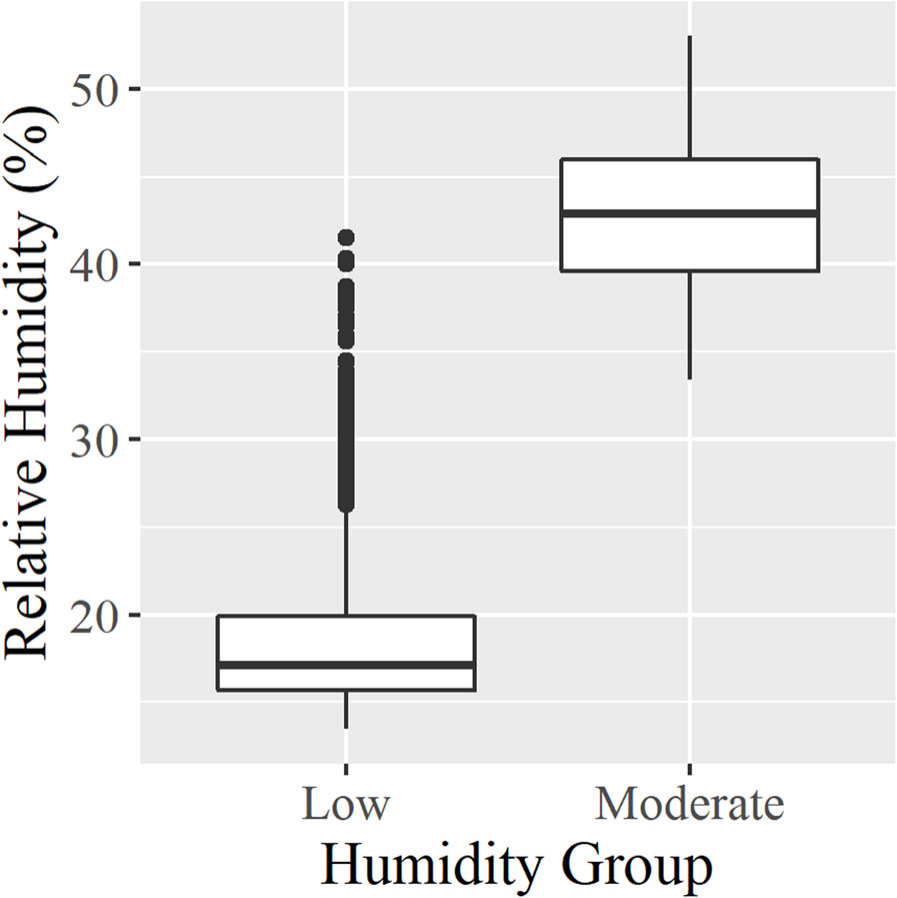
Relative humidity measured during experimental exposures of 8 h. Aggregate data for relative humidity measured across all experiments for each group. Box plots represent the quartiles of the population distribution

### Packed cell volume (PCV)

The pre-experiment PCV (%) across all 14 rabbits was 46.7 ± 2.8 (mean ± SD). The % change in PCV from baseline to after the experiment did not differ significantly between the low and moderate humidity groups (*p* = 0.1692).

### Sequence read mapping and RNA-Seq

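RNA-Seq libraries of vocal fold tissue from 12 rabbits were analysed, 6 from rabbits exposed to low humidity (LH26, LH28, LH29, LH30, LH31 and LH32) and 6 from rabbits exposed to moderate humidity (CH34, CH35, CH36, CH37, CH38 and CH39), each after 8 h. The paper gives the relative humidity as 18.6 ± 4.3% (SD) and 43.0 ± 4.3% (SD). The authors trimmed the reads for quality, mapped them to the rabbit genome with STAR and deposited the number of reads counted on each Ensembl gene in each rabbit, without normalization. The paper's text does not name the tool that counted the reads, or how it treated strand and reads that map to several genes. Between 42018364 and 63594078 reads were counted on genes per low humidity rabbit, with a median of 53299873. The moderate humidity rabbits had between 51839590 and 72768175 counts, with a median of 56523016.5. The depth stated in the paper counts the paired reads obtained, and the values given here are counts on genes. For each gene, counts were normalized by edgeR's TMM method and expressed as CPM, the count relative to the normalized size of the library, and the groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A positive log2 FC denotes a higher value at low humidity, and its standard error (SE) was taken from the size of the log2 FC and the F statistic of the test. Single genes were also compared by an exact two-sided permutation test on log2 CPM over all labelings of the 12 rabbits into 6 and 6. The coefficient of variation between rabbits that edgeR estimated for all genes in common was 32.7%. In each of the 30 pairs of rabbits within a group, the counts differed by more than sampling noise (chi-square per degree of freedom between 102.8 and 844.0), so no pair is a single library listed under different names, and each rabbit was counted as 1 replicate because it is a separate animal. The rabbits were exposed a pair at a time, and the paper states that low and moderate humidity exposures were not possible at the same time. Each exposure run therefore lies within 1 humidity group. The paper's text does not state which rabbits shared a run, and the tests counted the 12 rabbits as independent. An effect of a shared run was not separated from that of humidity.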

Approximately 69 to 112 million paired reads were obtained by RNA-Seq with an average of 70% quality reads mapping to genes in the rabbit genome in each sample. 

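The count table lists 23669 Ensembl genes, of which 18665 had at least 1 count among the 12 rabbits. Between 16460 and 16881 genes had a count in a low humidity rabbit, and between 16384 and 17016 in a moderate humidity rabbit. The 10 most abundant genes took a median of 21.1% of the counts at low humidity and 18.2% at moderate humidity, with ranges of 15.6 to 22.6% and 15.5 to 23.4% that overlapped almost entirely. The filter of edgeR on genes with low counts retained 14703 genes for the comparison of the groups.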

In total, 23,669 annotations were obtained. 

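In edgeR's quasi-likelihood test of the 14703 genes, 0 genes had a Benjamini-Hochberg adjusted p-value under 0.05 between low and moderate humidity, and 698 genes had an unadjusted p-value under 0.05. The smallest adjusted p-value was 0.628, shared by KPNA7 and ENSOCUG00000026727. KPNA7 had a log2 FC of -1.35 (SE 0.23) and a lower value in 6 of 6 low humidity rabbits than in any moderate humidity rabbit. ENSOCUG00000026727, named here after its values were seen, had a log2 FC of -5.84 (SE 1.04). It had 49.45 to 79.05 CPM in CH34, CH35, CH37 and CH38. In CH36, CH39 and the low humidity rabbits it had 0.49 to 0.84 CPM, so its lower level occurred in both groups. Among the alternatives set before the data were examined, DESeq2's Wald test gave the largest count, with 8 genes, ENSOCUG00000026727 among them. A likelihood ratio test in edgeR that gives genes of like expression one dispersion, chosen after the result of the quasi-likelihood test was seen, gave 222 genes, of which 185 were lower and 37 higher at low humidity.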

Differential gene expression by Cuffdiff revealed 103 genes reaching an FDR < 0.05 with 61 meeting the additional fold change (|log2 FC| ≥ 1) filtering criterion. Of these, 48 genes were considered significantly downregulated and 13 genes were significantly upregulated. 

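The part of Table S1 used here holds 1999 of its 23669 genes, sorted by FDR, and includes all 103 genes of the study's list. In the paper's values, 84 of these genes have a negative log2 FC, 18 a positive one, and 1 has no finite value. Of the 103 genes, 102 passed edgeR's filter on low counts. The direction was the same as in Table S1 for 101 of them and opposite for 1, ENSOCUG00000027549. By edgeR, 85 of the 102 genes were lower and 17 higher at low humidity, and the median absolute difference of their log2 FC from the paper's was 0.035. An unadjusted p-value under 0.05 was obtained for 55 of them by edgeR's quasi-likelihood test. After Benjamini-Hochberg adjustment of this test over all genes tested, 0 of the 102 genes were under 0.05. Adjusted over the list alone, 0 were under 0.05 and the smallest value was 0.0561, close to the threshold. The adjustment over the list is not independent evidence, because the study chose the list on the same rabbits. With DESeq2's Wald test, 2 of the genes were called, and with one dispersion for genes of like expression, chosen after the first result was seen, 93.

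**Figure D1:**
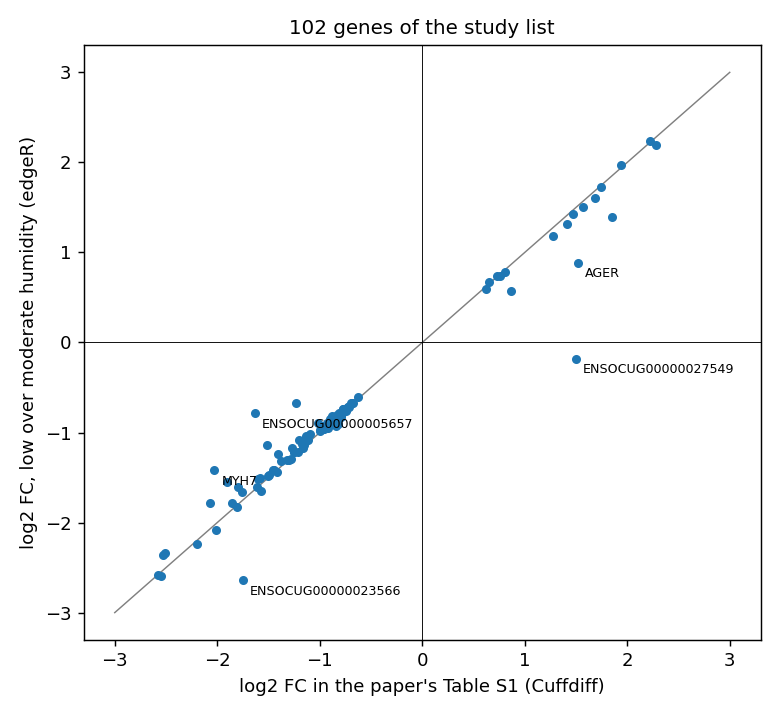
Log2 FC of the genes of the study's list in Table S1, by Cuffdiff (x axis), against the log2 FC by edgeR, low over moderate humidity (y axis). Each point is a gene, the diagonal line marks equal values, and the 5 labelled genes lie farthest from it; ENSOCUG00000027549 is the gene with opposite signs.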

The 10 genes with the greatest up- and downregulated fold changes from this list of 61 are shown in Table 1. 

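Of the 10 downregulated genes of Table 1, all 10 were lower at low humidity by edgeR, with log2 FC between -2.59 and -1.42, and 6 had an unadjusted p-value under 0.05. Of the 10 upregulated genes, 9 were higher and 1 was lower, with log2 FC between -0.18 and 2.24, and 7 had an unadjusted p-value under 0.05. The lower one, ENSOCUG00000027549, had a log2 FC of -1.43 without LH26 and 0.04 without LH28. The adjusted p-value from edgeR's quasi-likelihood test was 0.925 for 19 of these 20 genes and 0.981 for ENSOCUG00000027549. Among the downregulated genes, the largest move under an alternative was that of ECCP, from -2.58 to 0.57 without rabbit CH39, and for other genes other alternatives moved the log2 FC more, as for CRNN (0.03 with limma-voom and sample quality weights) and FOXJ1 (-2.90 without LH28). COL6A5 (ENSOCUG00000024036), on chromosome 14 of OryCun2.0 from 963915 to 1100656, had 1.74 ± 1.84 CPM (SD, n = 6) at low humidity and 10.5 ± 9.67 CPM (SD, n = 6) at moderate humidity, a log2 FC of -2.59 (SE 0.90, exact permutation test, p = 0.0433). PLA2G4D had 0.325 ± 0.288 CPM at low and 1.70 ± 2.57 CPM at moderate humidity, a log2 FC of -2.36 (SE 1.06), which was -1.14 without CH39 and -0.95 with limma-voom (exact permutation test on all rabbits, p = 0.273). MINAR1 had a log2 FC of -2.08 (SE 1.03), which was -1.07 without CH34 (exact permutation test on all rabbits, p = 0.353). Among the upregulated genes, the loci listed as lactate dehydrogenase A (ENSOCUG00000027406) and as its like (ENSOCUG00000024788) are annotated in Table S1 as a pseudogene and a processed pseudogene, so the counting could have divided reads between them and other copies. The first had 40.0 ± 25.6 CPM at low and 12.1 ± 8.86 CPM at moderate humidity, a log2 FC of 1.73 (SE 0.57), and the second had 109 ± 71.5 and 27.6 ± 30.5 CPM, a log2 FC of 1.98 (SE 0.74). The exact permutation test gave p = 0.0303 for each of these loci. RAE2 had a log2 FC of 1.60 (SE 1.10) that rested on LH26, with 320 CPM against 1.93 to 33.9 CPM in the other low humidity rabbits, and it was -0.60 without LH26 (exact permutation test on all rabbits, p = 0.909). ENSOCUG00000013331, listed as glutathione peroxidase, had counts at 2 separate levels, between 38.5 and 49.2 CPM in LH28, LH29, LH30, LH31 and CH39 and between 5.14 and 8.30 CPM in the other rabbits.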

A complete list of all genes identified is provided within the Additional file 1: Table S1.

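The log2 FC column of Table S1 is headed as moderate over low humidity. Its values had the sign of edgeR's log2 FC of low over moderate humidity for 1838 of the 1963 genes with both values, with a Pearson r of 0.96 across genes, which are not independent replicates. The column was therefore read as low over moderate humidity, which is also the direction of Table 1. The loci of the table are those of OryCun2.0 with Ensembl release 95, by the Cuffdiff command the authors give, and 3 of them start at 0, so 1 was added to every start position for the coordinates given here.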

**Table 1:** List of the ten most significantly upregulated and downregulated genes as identified by RNA-Seq

ENSEMBL ID	Gene symbol	log2 FC	FDR	Biomart Annotation
ENSOCUG00000003548	*ECCP* ^*a*^	−2.574	0.0121	epithelial chloride channel protein^b^
ENSOCUG00000024036	*COL6A5*	−2.550	0.0121	collagen type VI alpha 5 chain
ENSOCUG00000013994	*PLA2G4D*	−2.529	0.0121	phospholipase A2 group IVD
ENSOCUG00000010912	*KRTDAP*	−2.505	0.0121	keratinocyte differentiation associated protein
ENSOCUG00000011842	*CRNN*	−2.197	0.0121	cornulin
ENSOCUG00000029191	*–*	−2.072	0.0121	Immunoglobulin lambda variable precursor^c^
ENSOCUG00000011037	*MYH7*	−2.030	0.0121	myosin heavy chain 7
ENSOCUG00000014187	*MINAR1*	−2.009	0.0212	membrane integral NOTCH2 associated receptor 1
ENSOCUG00000008772	*FANK1*	−1.905	0.0121	fibronectin type III and ankyrin repeat domains 1
ENSOCUG00000011472	*FOXJ1*	−1.854	0.0121	forkhead box J1
ENSOCUG00000013331	*–*	1.469	0.0121	glutathione peroxidase^c^
ENSOCUG00000027549	*–*	1.497	0.0212	immunoglobulin heavy constant IG chain C^c^
ENSOCUG00000016426	*AGER*	1.516	0.0300	advanced glycosylation end-product specific receptor
ENSOCUG00000006499	*MGARP*	1.566	0.0121	mitochondria localized glutamic acid-rich protein
ENSOCUG00000007106	*RAE2*	1.689	0.0121	ribonuclease 8
ENSOCUG00000027406	*LDHA*	1.747	0.0120	lactate dehydrogenase A chain^c^
ENSOCUG00000024691	*ATPB*	1.856	0.0121	ATP synthase subunit B^c^
ENSOCUG00000024788		1.941	0.0121	L-lactate dehydrogenase A chain-like
ENSOCUG00000003229	*MCP-1*	2.226	0.0121	macrophage cationic peptide 1^b^
ENSOCUG00000008303	*MMP12*	2.277	0.0364	matrix metallopeptidase 12^b^

The twenty genes listed meet both filtering criteria of FDR < 0.05 and |log2 FC| ≥ 1. Annotations were obtained with Biomart from references to NCBI database information

^a^*ECCP* is not a formal gene symbol and is used for the purpose of this study

^b^Genes selected for validation by RT-qPCR

^c^Annotation not available through Biomart and was obtained by a search of ENSEMBL database by ID. Negative and positive values of log2 FC denote down- and upregulated genes, respectively

Rabbits were compared using principal component analysis based on FPKM obtained from Cuffdiff without low expression genes being removed (Fig. 3). 

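For a principal component analysis of the 12 rabbits, CPM normalized by DESeq2's size factors were centred and scaled to unit variance for each of the 18665 genes with a count. The paper used FPKM from Cuffdiff, which are estimates of that tool and were not used here. PC1 took 24.9% and PC2 18.5% of the variance, together 43.4%. With the genes that passed edgeR's filter, the alternative that moved this share the most, the sum was 49.5%.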

The first two principal components explain 44% of the total variability. 

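The group means differed by -11.3 on PC1 and by -59.4 on PC2, low minus moderate humidity. An exact two-sided permutation test over all labelings of the rabbits gave p = 0.814 for PC1 and p = 0.0714 for PC2. For both components together, the distance between the centroids of the groups was 60.5, and the exact permutation test gave p = 0.262. On log2(CPM + 1) without scaling, the difference on PC2 had p = 0.0346 by the same exact test.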

Although neither PC1 nor PC2 were able to distinguish low humidity rabbits from control rabbits, rabbits tended to cluster according to their treatment information based on PC1 and PC2 together. 

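LH26 had the highest score on PC1, 113.0, against -86.0 to 3.4 in the other low humidity rabbits. The moderate humidity rabbits CH36 and CH38 lay near it, with 103.9 and 94.6. CH35 had the lowest score on PC2, -88.3, against 17.8 to 92.1 in the other moderate humidity rabbits. The low humidity rabbit LH28 lay near it, with -79. Without LH26 and CH35, 2377 genes had an unadjusted p-value under 0.05 by edgeR's quasi-likelihood test and 0 had an adjusted p-value under 0.05.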

The rabbits with the most prominent deviations, LH26 and CH35, were not found to be consistent outliers within the qRT-PCR analyses discussed below.

**Fig. 3:**
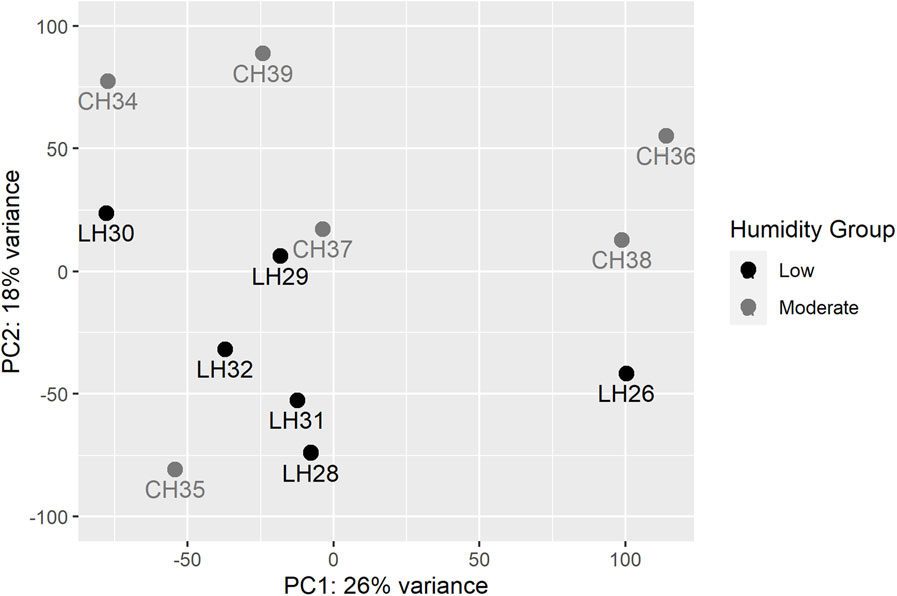
Principal component analysis of rabbits across groups based on FPKM obtained by Cuffdiff

### Functional enrichment analysis

Functional enrichment analysis by DAVID and STRING provided similar but distinct sets with FDR < 0.05. DAVID identified 4 GO terms for biological process, 6 GO terms for cellular component, 2 GO terms for molecular function, and 7 processes by KEGG with FDR < 0.05. GO terms and KEGG processes included cardiac muscle function, calcium binding, chemical carcinogenesis, and ECM-receptor interaction. STRING provided a richer set with 7, 15, and 19 GO terms for biological process, cellular component, and molecular function, respectively, and 2 KEGG processes. GO terms included stress and inflammatory response, cytoskeleton, and ion binding.

For GSEA, 17 genes sets were significantly enriched in the moderate humidity group with an FDR < 0.25. There were 5, 6, 6 terms for biological process, cellular compartment, and molecular function, respectively. These include collagen, basement and plasma membrane, epidermis development, and epithelial cell differentiation. In the low humidity group 4 gene sets were significantly enriched with FDR < 0.25. There were 2, 1, and 1 terms for biological process, cellular compartment, and molecular function, respectively. These include olfactory receptor activity and cellular response to calcium. The full lists of terms, functions, associated genes, and statistics for the aforementioned DAVID and STRING analyses, and enrichment data in moderate and low humidity groups from GSEA are provided in Additional file 2: Table S2.

The predicted protein-interacting network generated by STRING is shown in Fig. 4. There were 8 clusters identified with between 2 to 10 gene products. Larger clusters contain members that are associated with cellular response to external stimuli and immune response (dark green, lavender), muscle function (red), keratinocyte development (light green), and ciliary function (aqua).

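The 8 muscle genes of the network, UNC45B, MYL2, MYL3, MYL4, MYH7, MYOZ2, TNNC1 and TNNI1, had log2 FC between -1.66 and 0.74 by edgeR, 7 of them lower at low humidity and UNC45B higher, and the lowest value, that of MYL4, was -0.98 without CH34. MYH7 (ENSOCUG00000011037), on chromosome 17 of OryCun2.0 from 43605973 to 43624939, had 137 ± 116 CPM (SD, n = 6) at low humidity and 366 ± 217 CPM (SD, n = 6) at moderate humidity, a log2 FC of -1.42 (SE 0.58, exact permutation test, p = 0.0693). UNC45B had 183 ± 37.7 CPM at low and 110 ± 33.6 CPM at moderate humidity, with an SE of 0.21 (exact permutation test, p = 0.00649). Of the 4 members associated with immune response, S100A9, S100A12 and SAA1 were lower and AGER higher at low humidity. AGER had 6.48 ± 4.26 CPM at low and 3.51 ± 0.729 CPM at moderate humidity, a log2 FC of 0.89 (SE 0.40) that was 0.59 without LH30, with an exact permutation p of 0.193. The ciliary genes FANK1, CFAP45, CFAP65 and DRC7 were lower at low humidity, with log2 FC between -1.65 and -1.14 in all rabbits and between -1.65 and -0.54 without CH39. Without LH28, the log2 FC was -2.87 for CFAP65 and -2.76 for DRC7, and without CH39 it was -0.75 for CFAP65 and -0.55 for DRC7. MAB21L3 (ENSOCUG00000015382), on chromosome 13 from 48145205 to 48166813, had the smallest exact permutation p of the 57 genes the paper names, 0.00433, with 3.78 ± 1.66 CPM at low and 10.6 ± 5.12 CPM at moderate humidity and a log2 FC of -1.49 (SE 0.36). CES3, joined to it in the network, had a log2 FC of -0.96 (SE 0.30), with an exact permutation p of 0.0108.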

**Fig. 4:**
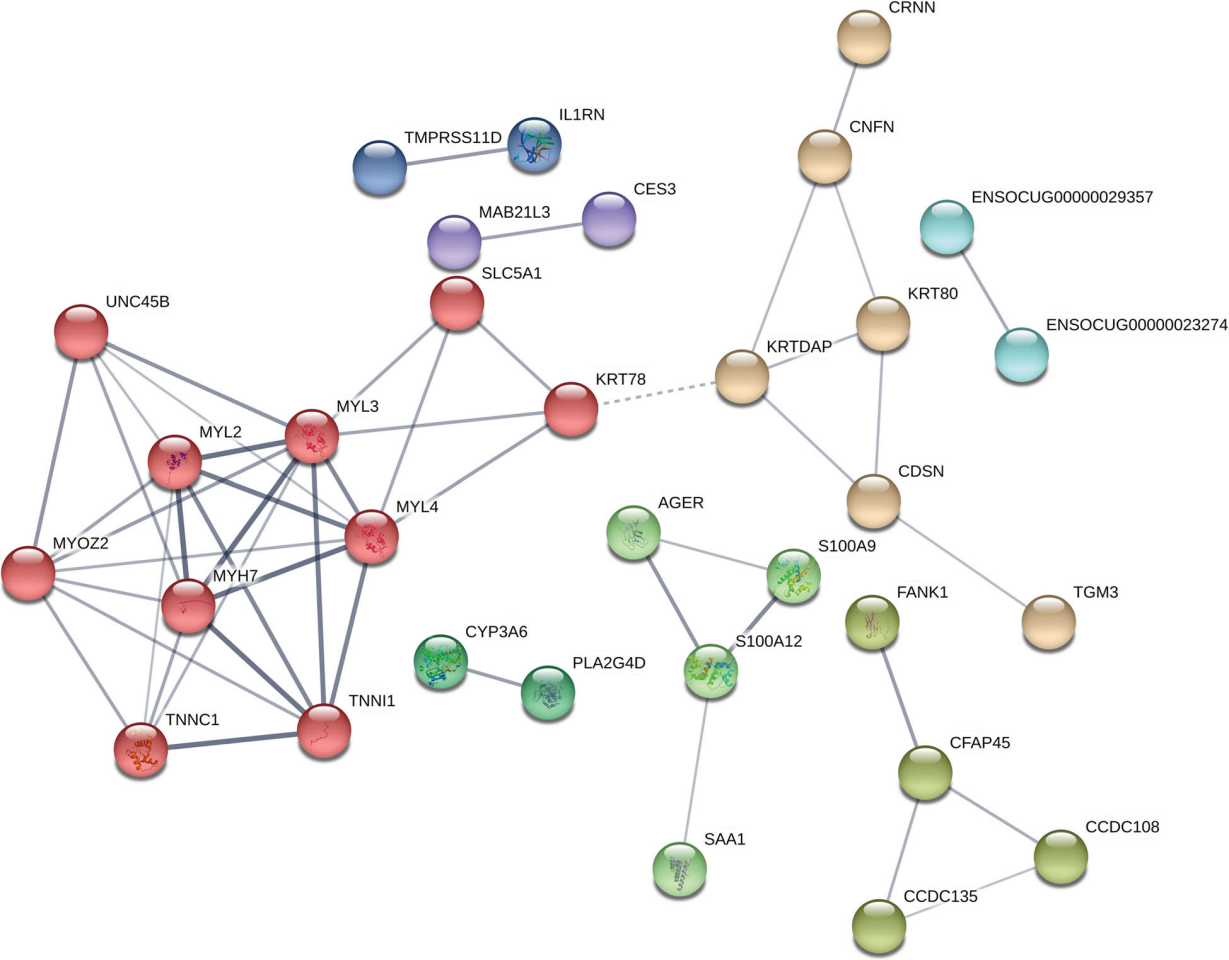
Protein interaction network was created using STRING. A 100 node network was obtained from an input set of 103 differentially expressed genes identified by Cuffdiff with an FDR < 0.05. The line thickness represents the strength of the data to support the interaction, including text mining, experimental, database, co-expression, neighborhood, gene fusion, and co-occurrence sources. The minimum required interaction score was set to 0.4. Shell parameters were set to “None”. Disconnected nodes are not shown. Cluster colors are based on the Markov Cluster Algorithm with the inflation parameter set to 2

### RT-qPCR validation

Eight genes were selected for subsequent data validation by RT-qPCR based on their predicted functions and assumption of relevance to vocal fold or laryngeal physiology; they consist of ENSOCUG00000003548, annotated as an epithelial chloride channel protein which will be referred to as “*ECCP*”, cadherin related family member 4 (*CDHR4*), corneodesmosin (*CDSN*), macrophage cationic peptide 1 (*MCP1*), matrix metallopeptidase 12 (*MMP12*), suprabasin (*SPBN*), zinc activated cationic channel (*ZACN*), and mucin 21 (*MUC21*), although the absolute value of log2 FC for *MUC21* by RNA-Seq was only 0.79.

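By edgeR, ECCP, CDHR4, CDSN, MUC21 and SPBN were lower and MCP1, MMP12 and ZACN higher at low humidity. The exact permutation test on log2 CPM gave a p-value under 0.05 for 2 of the 8 genes, MMP12 and CDHR4. CDHR4 (ENSOCUG00000009174) lies on chromosome 9 of OryCun2.0 from 17319550 to 17326956. It had 2.69 ± 3.27 CPM (SD, n = 6) at low humidity and 9.44 ± 9.97 CPM (SD, n = 6) at moderate humidity, a log2 FC of -1.82 (SE 0.79, exact permutation p = 0.0476), and a log2 FC of -1.04 without CH39 and -2.74 without LH28. CDSN (ENSOCUG00000006280) lies on chromosome 12 from 20127687 to 20132286. Its expression was 11.1 ± 9.84 CPM at low and 27.6 ± 26.6 CPM at moderate humidity, a log2 FC of -1.31 (SE 0.66, exact permutation p = 0.106), or -0.67 without CH39 and -1.81 without LH30. SPBN (ENSOCUG00000010917) lies on scaffold GL018786 from 372285 to 376709. Its expression was 32.9 ± 17.8 CPM at low and 70.7 ± 41.9 CPM at moderate humidity, a log2 FC of -1.10 (SE 0.45, exact permutation p = 0.0628).

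**Figure D2:**
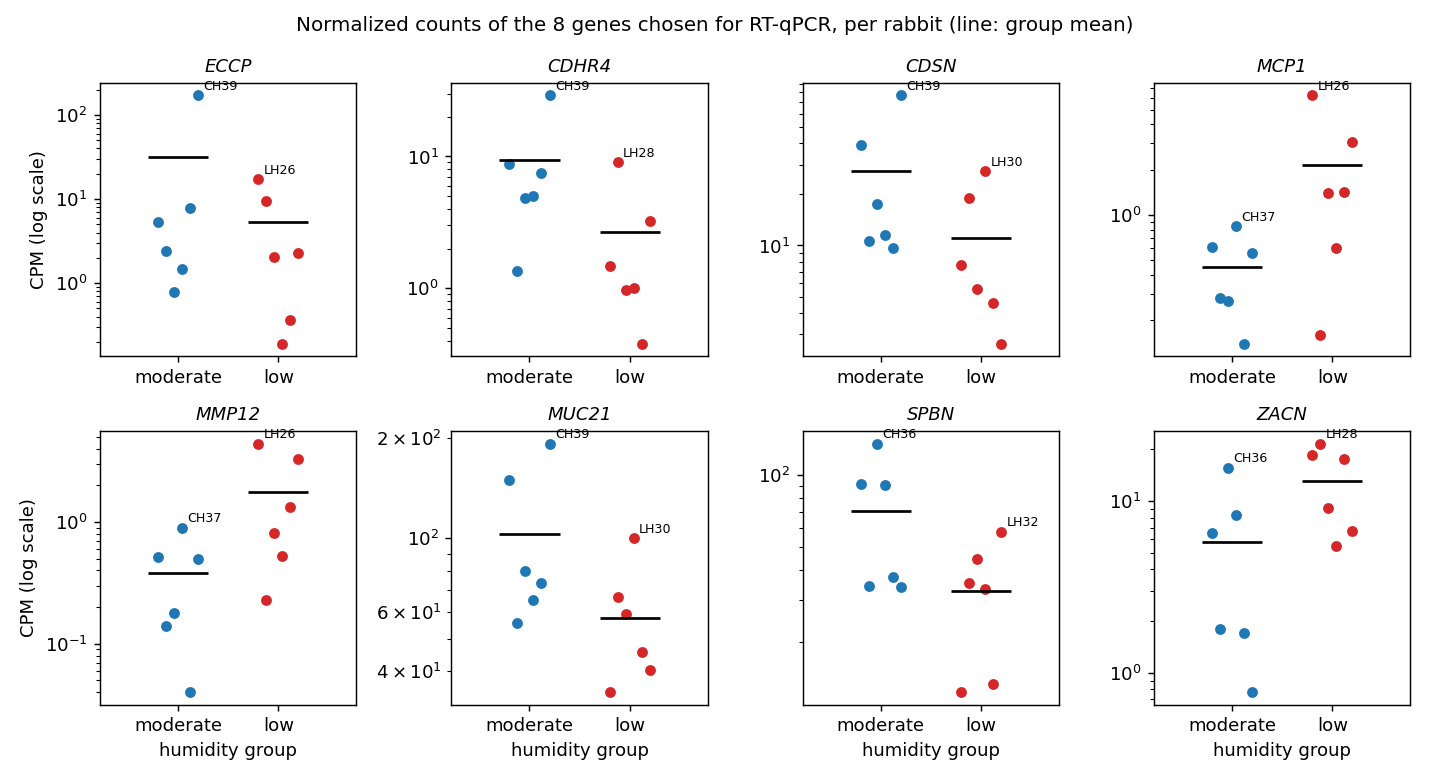
Normalized counts (CPM, log scale) of the 8 genes in each rabbit exposed to moderate humidity (blue) or low humidity (red); each point is a rabbit, the line is the group mean, and the highest rabbit of each group is named. For ECCP the mean at moderate humidity is set by CH39, at 171 CPM against 0.78 to 7.81 CPM in the other 5 rabbits.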

Of the eight genes tested, significant differences in relative expression were validated for *ECCP* (*p* = 0.028), *MCP1* (*p* = 0.030), and *MMP12* (*p* = 0.045) and were marginally non-significant for SPBN (*p* = 0.067) and *ZACN* (*p* = 0.066). The most prominent fold changes between the low and moderate humidity groups was observed for *MMP12* (FC = 6.8), *MCP1* (FC = 5.2), and *ZACN* (FC = 2.76). *ECCP* exhibited the largest downregulation (FC = 3.74). The remaining genes exhibited non-significant changes despite differential expression by RNA-Seq analysis (Fig. 5). Comparison of data from RNA-Seq and RT-qPCR are provided in Table 2.

**Fig. 5:**
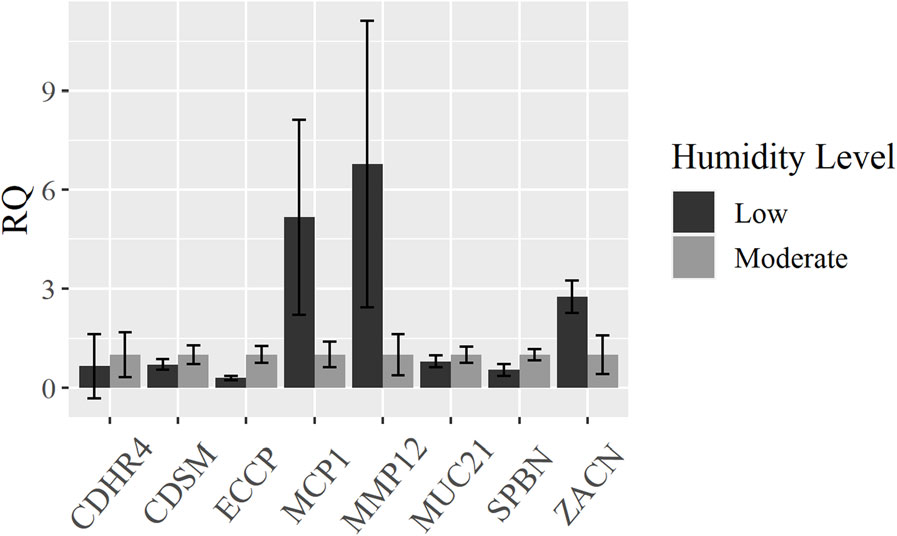
RT-qPCR validation. Relative quantification for each gene was determined by the ΔΔCt method. All reactions were run in triplicate. The level of expression of each tested gene was standardized to the housekeeping gene *HPRT1*, and ΔΔCt was calculated using the average of the ΔCts from the control group for the respective gene. *ECCP*, *MCP1* and *MMP12* were significantly different (*p* < 0.05) and *SPBN* and *ZACN* marginally non-significant (*p* = 0.06). Differences between groups as determined by the Welch t-test. Results represent 5–7 samples/group for each gene after the removal of outlier values as determined by the iterative application of a two-tailed Grubb’s test. Error bars represent the SEM for relative quantification within the respective humidity group

**Table 2:** Summary of genes selected for follow up analysis by RT-qPCR

Ensembl ID NCBI Gene ID	Gene	log2 FC RNA-Seq	FDR RNA-Seq	log2 FC qPCR	*P*-value qPCR
ENSOCUG00000003548 100352679	*ECCP*^a^	−2.57	0.01	−1.796	0.028
ENSOCUG00000009174 100358424	*CDHR4*	−1.80	0.01	−0.618	0.363
ENSOCUG00000006280 100338321	*CDSN*	−1.32	0.01	−0.513	0.186
ENSOCUG00000003229 100009115	*MCP1*	2.23	0.01	2.371	0.030
ENSOCUG00000008303 100009559	*MMP12*	2.28	0.04	2.764	0.045
ENSOCUG00000001869 108177417	*MUC21*	−0.79	0.01	−0.329	0.228
ENSOCUG00000010917 100346157	*SPBN*	−1.15	0.01	−0.905	0.067
ENSOCUG00000000422 100358831	*ZACN*	1.27	0.01	1.466	0.066

^a^*ECCP* is not a formal gene symbol and is used for the purpose of this study

### In silico analysis of ENSOCUG00000003548 gene (*ECCP*)

ENSOCUG00000003548 maps to NCBI gene accession number 100352679, annotated as epithelial chloride channel protein. This gene lies downstream of LOC100338755 (calcium-activated chloride channel regulator 4-like), calcium-activated chloride channels 4, 2, and 1 (*CLCA4, CLCA2, CACL1*).

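ENSOCUG00000003548 lies on chromosome 13 of OryCun2.0 from 78126651 to 78148514 and is annotated in Table S1 as a protein-coding gene. The 12 rabbits together had 12218 counts on it.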

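In mOryCun1.1, another assembly of the rabbit genome that was used here only for the order of genes, LOC100338755 is the gene next to LOC100352679, the NCBI entry of ECCP. On the same side, CLCA1 and CLCA2 are the genes at positions 5 and 6 from it, after LOC100353361, LOC100353613 and LOC100353860.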

## Discussion

The transcriptional changes observed in this study indicate that just 8 h exposure to a low humidity environment can adversely affect vocal fold biology. To the best of our knowledge, this is the first study to demonstrate the effects of surface dehydration on vocal fold tissue in vivo. Important to our methodology, evaluation of the change in PCV following experimental challenge ruled out systemic dehydration as an unintended confounding factor in our analysis. There is considerable evidence that systemic dehydration negatively impacts phonation [20–23]. Surface dehydration represents a loss of water from the mucosal surface of the larynx, and while some level of local tissue water loss may be experienced through compensatory rehydration of the epithelial surface, we would not expect systemic dehydration to result. We hypothesize that the homeostatic responses to surface and systemic dehydration are governed by different cellular mechanisms, thus we used % PCV change to control for unintended systemic consequences of low humidity exposure with the concomitant withholding of food and water.

We developed a method to efficiently challenge rabbits to low humidity. We achieved average low relative humidity of approximately 20%, representing physiologically-realistic and substandard occupational conditions per Occupational Safety and Health Administration (OSHA) recommendations [51]. Moderate humidity control exposures were conducted in the same chamber with all compartments open to room air of variable temperature within housing guidelines for rabbits. Low humidity challenge and moderate humidity exposure could not be conducted at the same time because preliminary tests demonstrated that a fully closed air circuit that is needed to lower humidity in the chamber measurably increased the interior temperature of the compartments. By separating them, we successfully maintained appropriate ambient temperatures for the low humidity exposures [52] and maintained a 2-fold increase in moderate humidity exposures.

It is noteworthy that exposure to low relative humidity below the Occupational Health and Safety Administration (OHSA) recommended limit of 20% induced transcriptional changes within functional gene categories including inflammation, ion transport, and keratinocyte development. The most robust functional enrichments identified by STRING were stress, defense, and inflammatory responses. Additionally, outside of the STRING analysis, various genes for immunoglobulin chains were identified, three of which were downregulated and one that was upregulated. 

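Of the immunoglobulin genes, 3 could be matched to the count table by their identifier. ENSOCUG00000023566, on chromosome 21 of OryCun2.0 from 4628193 to 4876351, had 1.76 ± 0.66 CPM (SD, n = 6) at low humidity and 10.9 ± 8.30 CPM (SD, n = 6) at moderate humidity, a log2 FC of -2.64 (SE 0.62, exact permutation p = 0.0325). ENSOCUG00000029191, on the same chromosome from 4586406 to 4587181, had 0.755 ± 0.543 CPM at low and 2.61 ± 1.60 CPM at moderate humidity, a log2 FC of -1.78 (SE 0.54, exact permutation p = 0.0195). ENSOCUG00000027549, on scaffold GL019873 from 1 to 11514, had 214 ± 313 CPM at low and 242 ± 93.1 CPM at moderate humidity, a log2 FC of -0.18 that is smaller than its SE of 0.71 (exact permutation p = 0.171). Its low humidity mean rested on LH26, with 834 CPM against 36.5 to 242 CPM in the other 5 rabbits, and the log2 FC was -1.43 without LH26 and 0.04 without LH28. Immunoglobulin genes are a family of similar copies, and the counting could have divided reads between them.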

Interestingly, this cluster presents two opposing interpretations of innate immune dampening and possible macrophage activation.

While none of these genes or corresponding proteins are described within the larynx, the downregulated cluster can be interpreted as a dampening of acute inflammatory response. 

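ORM1 (ENSOCUG00000004625) had 10.4 ± 15.4 CPM (SD, n = 6) at low humidity and 29.4 ± 21.0 CPM (SD, n = 6) at moderate humidity, a log2 FC of -1.50 (SE 0.94), and LH26 was far above the other low humidity rabbits with 41.1 CPM against 0.62 to 7.22 CPM, so that the log2 FC was -2.81 without it. SAA1 (ENSOCUG00000021891) had a log2 FC of -1.22 (SE 0.79), with 5.76 ± 5.62 CPM at low and 13.4 ± 10.1 CPM at moderate humidity, and of -0.75 without CH36. S100A9, on chromosome 13 of OryCun2.0 from 39032003 to 39034299, had a log2 FC of -1.47 (SE 0.64), with 4.56 ± 3.31 CPM at low and 12.7 ± 9.74 CPM at moderate humidity. S100A12, on the same chromosome from 39016888 to 39018876, had a log2 FC of -1.31 (SE 0.93), with 12.9 ± 12.2 CPM at low and 32 ± 46 CPM at moderate humidity. The log2 FC of S100A12 was -0.08 without CH39, which had 124 CPM against 2.82 to 25.2 CPM in the other moderate humidity rabbits. For these 4 genes, the exact permutation test gave p-values between 0.0844 and 0.377, and edgeR's quasi-likelihood test gave an unadjusted p of 0.0385 for S100A9 and between 0.135 and 0.180 for the others.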

ORM1 and SAA1 are both acute phase proteins. ORM1 is an acute phase protein that has been shown to polarize M2 macrophage differentiation [53] and to enhance epithelial integrity in a culture model of the blood-brain barrier [54]. While ORM1 exhibits anti-inflammatory activity and its downregulation may allow for the development of a more robust inflammatory process, it may also be interpreted as indicative of surface dehydration not contributing to an activating inflammatory event. SAA1 is also an acute phase protein and is associated with a variety of pathological conditions, but it has also been shown to positively influence keratinocyte activity [55]. The S100 proteins are diverse with involvement in several cellular processes, but both S100A9 [56] and S100A12 [57] have been described as damage associated molecular patterns in the literature. Taken together, these results suggest that either surface dehydration is not inducing inflammatory pathways or that there is active repression of pro-inflammatory mediators. The latter is substantiated by the increase of *IL1RN* which encodes the IL-1 receptor antagonist (IL1RA). *IL1RN* was upregulated in the posterior cricoarytenoid muscle 1 week following transection of the recurrent laryngeal nerve in a rat model [58], and IL1RA was significantly increased following 8 h of industrial exposure to respirable and inhalable dust in humans [59]. Together this substantiates a role for the increased *IL1RN* we observed and of a possible active innate immunity repression in response to the low humidity challenge.

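IL1RN (ENSOCUG00000004161) lies on chromosome 2 of OryCun2.0 from 97865555 to 97881109. It had 36.2 ± 14.1 CPM (SD, n = 6) at low humidity and 57.9 ± 24.1 CPM (SD, n = 6) at moderate humidity. By edgeR this is a log2 FC of -0.68 (SE 0.30), lower at low humidity, with an exact permutation p of 0.0779. The paper's value in Table S1 is also -0.68, with its column read as low over moderate humidity and not by its heading. With each rabbit left out in turn, the log2 FC was between -0.88 and -0.46. The low humidity rabbits had between 19.1 and 60.0 CPM and the moderate humidity rabbits between 31.0 and 97.8 CPM.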

Conversely, the upregulation of *MMP12* and *MCP1* genes may suggest the activation of inflammatory macrophages. 

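MMP12 (ENSOCUG00000008303), on chromosome 1 of OryCun2.0 from 113690095 to 113701956, had 1.77 ± 1.69 CPM (SD, n = 6) at low humidity and 0.380 ± 0.321 CPM (SD, n = 6) at moderate humidity. Its 700 counts over the 12 rabbits are the fewest of the 57 genes the paper names. The exact permutation test gave p = 0.0433 for MMP12. MCP1 (ENSOCUG00000003229), on scaffold GL018713 from 172940 to 175626, had 2.14 ± 2.23 CPM at low and 0.450 ± 0.264 CPM at moderate humidity, from 848 counts over the 12 rabbits (exact permutation test, p = 0.0519). The low humidity rabbits ranged from 0.233 to 4.40 CPM for MMP12 and from 0.155 to 6.22 CPM for MCP1, and for each gene LH26 had the highest value.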

*MMP12* was the most significantly upregulated gene in this study by RNA-Seq and RT-qPCR. 

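The log2 FC of MMP12 was 2.19 (SE 0.77) and that of MCP1 2.24 (SE 0.71), a difference smaller than either SE. With each rabbit left out in turn, it was between 1.68 and 2.65 for MMP12 and between 1.55 and 2.51 for MCP1, and the lowest value of each was that without LH26.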

MMP12 exhibits proteolytic activity on multiple ECM components including elastin, fibronectin, entactin, and type IV collagen [60], all of which are expressed within the vocal folds. Although called “macrophage elastase”, it is also expressed in human vocal fold fibroblasts [61] and bronchial epithelial cells in vitro [62], and in both superficial and deep epidermal layers of the skin in response to ultraviolet radiation [63]. MMP12 has a potential role in the development of dysphonia following low humidity exposure since type IV collagen and elastin play an important role in the viscoelasticity and phonatory function of the vocal folds [64, 65]. MMP12 may contribute directly to inflammation though epidermal growth factor receptor (EGFR) dependent induction of IL-8 from the respiratory epithelium [66]. Interestingly, MMP12 has been shown to positively influence wound healing following epithelial injury to the cornea [67], so it is unclear if the upregulated response to low humidity would be deleterious or influence a reparative response in the vocal folds. *MCP1* is an α-defensin expressed in the lungs of fetal and adult rabbits [68]; it is secreted from neutrophils and rabbit lung macrophages and exhibits broad antimicrobial activity In our study, the expression of *MCP1* was novelly detected in the rabbit larynx, and its upregulation in repsose to low humidity warrants further investiation including targeted anaylsis of differential expression between inflammatory cells and the larygeal tissue.

It is not surprising to find evidence of a pro-inflammatory response with surface dehydration as other environmental stressors such as simulated acidic reflux [69], hypertonic challenge [38], and phonotrauma [47, 70] can perturb the epithelial tight junctions of the vocal folds—indicative of the activation of proinflammatory pathways. As we did not investigate for cell-specific gene expression in this study, we are limited to conclude if the upregulation of these genes reflects activation of macrophages or activity of the epithelium or lamina propria fibroblasts, and further study is warranted. An intriguing hypothesis for a case of macrophage activation would be altered response to local microbiome or pathogens resulting from changes to the laryngeal microenvironment following dehydration.

The perturbation of ion transport or other lubrication mechanisms is anticipated as a response to the altered hydration state of the laryngeal surface [71]. Although no gene or protein interaction enrichment cluster was identified within the 103 DEGs analyzed, presumably due to the diversity of substrate and transporter type, a considerable set of ion and solute transporter related genes were identified by RNA-Seq, including *ECCP*, *SLC5A1*, *SLC13A5, SLC23*A1, *SLC27A2*, and *ZACN.* All SLC family members were downregulated. This set represents predominantly ion transport, with SLC13A5 and SLC27A2 being involved in glucose transport and fatty acid ligation. 

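The 4 SLC genes were lower at low humidity by edgeR and under each alternative that was run. SLC13A5 (ENSOCUG00000009885), on chromosome 19 of OryCun2.0 from 13866890 to 13921461, had 12.9 ± 3.19 CPM (SD, n = 6) at low humidity and 25.5 ± 11.0 CPM (SD, n = 6) at moderate humidity, a log2 FC of -0.98 (SE 0.27, exact permutation p = 0.0260). SLC23A1 (ENSOCUG00000027714) had 1.06 ± 0.740 CPM at low and 3.19 ± 2.32 CPM at moderate humidity, a log2 FC of -1.61 (SE 0.56), with an exact permutation p of 0.0476. SLC5A1 (ENSOCUG00000017569) had 18.1 ± 6.60 CPM at low and 33.1 ± 17.5 CPM at moderate humidity, a log2 FC of -0.87 (SE 0.35), with an exact permutation p of 0.0519. SLC27A2 (ENSOCUG00000016831) had 4.53 ± 3.20 CPM at low and 8.58 ± 5.16 CPM at moderate humidity, a log2 FC of -0.92 (SE 0.51), with an exact permutation p of 0.145. Without CH39, the log2 FC of the 4 genes was between -1.17 and -0.58.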

In vitro studies of human nasal epithelial cells [36] and human bronchial cell culture [72] demonstrated that apical osmotic pressure can result in altered epithelial electrolyte transport; however, studies with canine tracheal and bronchial cell culture [73] and an in vivo canine model [74] concluded that not all epithelial fluid flux is coupled to electrolyte transport. This evidence suggests that the epithelium may respond to either aberrant electrolyte concentrations or non-ionic osmotic pressure. It is not surprising to find evidence of altered chloride secretion specifically, as balanced sodium and chloride ion secretion is attributed to volume regulation of the airway surface fluid, but the contribution of transport of other ionic and non-ionic species is not well described for airway surface fluid regulation. Our results suggest the pertinence of future targeted study of noncanonical secretion products in the respiratory tract.

Although the *ECCP* is annotated as an epithelial chloride channel protein, the translation product for *ECCP* is neither well characterized nor has a direct ortholog in humans. It may belong to the calcium-activated chloride channel proteins (CLCA) family as identified by conserved functional domains, although it exhibits limited homology to the rabbit CLCA proteins. The genes for *CLCA1, CLCA2,* and *CLCA4* lie within the same genetic neighborhood as *ECCP* but were identified by RNA-Seq with FDR > 0.99, indicating they are not differentially expressed in our model of surface dehydration (Additional file 1: Table S1). This suggests a distinct role for *ECCP* and its downregulation that warrant further investigation as an ion channel protein newly described in the context laryngeal surface dehydration. In contrast to *ECCP*, ZACN was upregulated in low humidity compared to moderate humidity but failed to reach statistical significance by RT-qPCR. 

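ECCP had 5.29 ± 6.83 CPM (SD, n = 6) at low humidity and 31.5 ± 68.6 CPM (SD, n = 6) at moderate humidity, an SD at moderate humidity that is larger than the mean. The log2 FC was -2.58 with an SE of 1.40, and the exact permutation test gave p = 0.463. The medians were 2.15 CPM at low and 3.85 CPM at moderate humidity. The difference of the means rested on CH39, with 171 CPM, and without this rabbit the log2 FC was 0.57, higher at low humidity. At low humidity, LH26 had 17.35 CPM and LH28 9.53 CPM, against 0.19 to 2.26 CPM in the others. The paper also reports ECCP as lower by RT-qPCR, which was not analysed here.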

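ZACN (ENSOCUG00000000422), on scaffold GL018843 of OryCun2.0 from 578822 to 581887, had 13.2 ± 6.89 CPM (SD, n = 6) at low humidity and 5.80 ± 5.69 CPM (SD, n = 6) at moderate humidity. The log2 FC was 1.18 (SE 0.64), with an exact permutation p of 0.0541. It was between 0.95 and 1.77 with each rabbit left out in turn.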

ZACN is a cation channel expressed in the human trachea and other tissues and demonstrates permeability to potassium ions but not to chloride ions [75]; there is no discussion of its expression in the vocal folds in the literature, and it is unclear if it may also be sodium ion permeable. Taken together with the SLC family members identified, these results support a potential role for solute flux as a homeostatic response to surface dehydration. Interestingly, however, the downregulation of chloride transportation would be a counterintuitive response to surface dehydration at the apical membrane as chloride is generally directed out of the cell and aberrant chloride transport can be detrimental in the airways as seen in cystic fibrosis. There is a distinction between the respiratory epithelium of the airways and the nonkeratinized stratified squamous epithelium of the vocal folds, so care must be taken with direct translations of actions between the two.

The mucins are equally important to maintain satisfactory hydration of the laryngeal surface as ion and fluid flux. *MUC12*, *MUC21*, and *TFF1* were identified as downregulated by RNA-Seq. Both mucins are members of the cell-surface associated mucin family, and as such, should originate directly from the epithelial cells. 

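MUC21 (ENSOCUG00000001869), on chromosome 12 of OryCun2.0 from 22971752 to 22975388, had 57.8 ± 24.0 CPM (SD, n = 6) at low humidity and 103 ± 55.2 CPM (SD, n = 6) at moderate humidity, a log2 FC of -0.83 (SE 0.34) that was -0.55 without CH39, with an exact permutation p of 0.0714. MUC12 (ENSOCUG00000016609) had 23.1 ± 13.2 CPM at low and 43.9 ± 43.5 CPM at moderate humidity, a log2 FC of -0.93 (SE 0.51), with an exact permutation p of 0.216. The value of MUC12 was -0.20 without CH39, which had 131 CPM against 18.7 to 39.1 CPM in the other moderate humidity rabbits. TFF1 (ENSOCUG00000010608) had 2.33 ± 3.31 CPM at low and 7.10 ± 5.38 CPM at moderate humidity, a log2 FC of -1.61 (SE 0.91), with an exact permutation p of 0.0606. In TFF1 the highest low humidity rabbit was LH26, with 8.87 CPM against 0.03 to 2.33 CPM in the others, and without it the log2 FC was -2.82.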

The first exon of *MUC12* exhibited increased expression in laryngeal epithelium from laryngeal reflux patients compared to reflux negative patients [76]. Exogenous surface expression of MUC21 in in vitro cell culture reduced intercellular adhesion and adhesion to extracellular components [77]. It is interesting then to observe all three to be downregulated. However, in addition to roles as epithelial protectants, mucins and related proteins also serve roles in cell signaling with physiological consequences. This is recently shown for MUC21 overexpression as influencing the development of lung adenocarcinoma [78] and TFF1 influencing epithelial-mesenchymal transition. Together, this may be a contributing factor to the STRING cluster of keratinocyte differentiation factors discussed below, but further study is warranted to determine which cell types are expressing these genes and which cell signaling may be impacted.

Although there was no gross inflammation observed, some level of epithelial cellular response to surface dehydration is expected. The vocal folds are covered by a non-keratinized stratified squamous epithelium for which some aspects of development are well understood, such as embryological developmental factors and differentially expressed structural components [79, 80], but a comprehensive molecular description is not available as for other epithelia like the epidermis. It is interesting that several keratinocyte developmental and epithelial structural factors were identified with RNA-Seq, enriched in the low humidity group by GSEA, and as a protein interaction cluster in the STRING analysis: CDSN, CNFN, CRNN, KRT80, KRTDAP, and TGM3. Also identified by RNA-Seq were *SPBN*, another keratinocyte factor, and *CDHR4*, a cell interaction mediator. All of these were downregulated. 

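The 6 keratinocyte genes CDSN, CNFN, CRNN, KRT80, KRTDAP and TGM3 were lower at low humidity, with log2 FC between -2.34 and -0.75, apart from CRNN with limma-voom and sample quality weights, where it was 0.03. The exact permutation test gave p-values between 0.0909 and 0.671 for the 6 genes. KRTDAP (ENSOCUG00000010912) had 0.837 ± 0.832 CPM (SD, n = 6) at low humidity and 4.28 ± 5.49 CPM (SD, n = 6) at moderate humidity, a log2 FC of -2.34 (SE 0.98). CRNN (ENSOCUG00000011842), on chromosome 13 of OryCun2.0 from 39829301 to 39832544, had 6.05 ± 4.18 CPM at low and 28.6 ± 49.9 CPM at moderate humidity, a log2 FC of -2.24 (SE 1.12), and the medians were 5.80 and 4.78 CPM. The log2 FC of CRNN was -0.54 without CH39, which had 127 CPM against 0.82 to 32.4 CPM in the other moderate humidity rabbits. TGM3 had a log2 FC of -1.09 (SE 0.51), CNFN of -0.88 (SE 0.55) and KRT80 of -0.75 (SE 0.34). Without CH39 the log2 FC of the 6 genes was between -1.37 and -0.40, with -0.69 for TGM3, -0.40 for CNFN and -0.47 for KRT80. Leaving out LH30 moved the genes the other way, to -1.64 for TGM3, -1.34 for CNFN, -0.97 for KRT80, -1.81 for CDSN, -2.46 for CRNN and -2.67 for KRTDAP.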

*SPBN*, *CDHR4*, and *CDSN* were selected for RT-qPCR validation. All three gene products may be involved in maintaining the integrity of the stratified squamous epithelium, though none have been described specifically within the vocal folds until this study. SPBN is expressed in the suprabasal layers of tongue, stomach, and epidermis [81]. It is required for keratinocyte differentiation in an in vitro skin model [82] and skin development in murine embryos [83]. The specific activity of CDHR4 is not described in the literature, but family member CDHR2 is expressed in gastrointestinal epithelial cells and is associated with microvillus development [84], while family member CHDR3 is expressed in ciliated respiratory epithelial cells and is associated with ciliary development and intercellular interactions [85]. CDSN is expressed in the stratum granulosum of human skin and appears to participate in cellular cohesion at this level, with its loss associated with desquamation [86, 87]. That the entire cluster was downregulated substantiates surface dehydration as capable to influence vocal fold epithelial maintenance. Further study is required to elucidate the specific roles of these proteins within the vocal folds, as this epithelium is distinct from the epidermis.

### Limitations

A limitation of designing an environmental chamber as described here was that it precluded the provision of relative humidity lower than 15%. While environmental rooms and chambers are commercially available, they are cost prohibitive and their small size precludes the use of certain animal models, such as rabbits. Another limitation of the study is that we only observed a single time point after low humidity exposure. It has been shown that local response to vocal fold injury is transient and time-dependent [43, 49, 88]. Further studies specifically observing for inflammatory response at multiple times points within a single challenge or within repeated or chronic challenges would be helpful in further characterization of vocal fold biology. Finally, the dissected vocal fold tissue included striated muscle and small amounts of respiratory epithelium immediately above and below the region of the vocal folds. Therefore, genes associated with muscle or respiratory epithelium were not selected for the discussion.

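FOXJ1 (ENSOCUG00000011472), a gene of ciliated epithelial cells, had 1.62 ± 2.23 CPM (SD, n = 6) at low humidity and 5.52 ± 6.42 CPM (SD, n = 6) at moderate humidity, a log2 FC of -1.78 (SE 0.89, exact permutation p = 0.0606). The highest values were those of CH39 at moderate humidity, 18.3 CPM, and of LH28 at low humidity, 6.04 CPM. Without CH39 the log2 FC of FOXJ1 was -0.88, and without LH28 it was -2.90. The same rabbits were highest in DRC7, with 17.2 CPM in CH39 and 7.85 CPM in LH28. MYL4, a muscle gene, had 6.40 ± 3.20 CPM at low and 20.2 ± 19.0 CPM at moderate humidity, a log2 FC of -1.66 (SE 0.54, exact permutation p = 0.0325), and CH34 was highest with 57.9 CPM, without which the log2 FC was -0.98.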

## Conclusions

In this study, we investigated whether surface dehydration induced by low humidity would affect vocal fold biology. We successfully developed an efficient and cost-effective environmental chamber to induce surface dehydration. Humidity was maintained at occupationally relevant levels to observe for physiological impact. Low humidity challenge did not induce systemic dehydration as evaluated with PCV. High-throughput RNA-Seq provided evidence of a biologic response to low humidity challenge, including changes within stimulus-response, lubricative mechanisms, and potential alterations in epithelial maintenance. This study successfully serves as a framework for targeted investigations of molecular response to surface dehydration in the larynx.

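Over the 57 genes the paper names from Tables 1 and 2, the discussion and Fig. 4, the exact permutation test gave a p-value under 0.05 for 15 genes. The smallest Benjamini-Hochberg adjusted value was 0.154, which MAB21L3, the gene with the smallest p-value, shares with others. MAB21L3 was lower in 5 of 6 low humidity rabbits than in any moderate humidity rabbit. The smallest p-value that this test allows with 6 and 6 rabbits is 0.00216. A gene alone at that value would not pass 0.05 after adjustment over 57 genes, so the adjusted values decide little. The 57 genes were chosen by the study on the same 12 rabbits. From its RNA-Seq comparison, the paper states that there was evidence of a biologic response to low humidity in stimulus-response genes and lubricative mechanisms, and proposes changes in epithelial maintenance.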

## Methods

### Animals

All experiments were conducted in accordance with the guidelines and after approval of the Purdue Animal Care and Use Committee (Protocol # 1606001428). Animals were obtained from Envigo Global (Indianapolis, IN) and acclimatized for at least 1 week. Male New Zealand White rabbits, six to 8 months of age, and approximately 3 Kg were used for all experiments. Each experiment was run with two rabbits at a time randomly assigned to either the low (*n* = 8) or moderate (*n* = 6) humidity group. Samples sizes were selected based on recommendation from the Purdue Bioinformatics Core to ensure ideal minimum samples for statistical validity of RNA-Seq (*n* = 6 from each group). Changes to PCV were examined for all rabbits. RT-qPCR validation was conducted with 13 rabbits (low *n* = 7, moderate *n* = 6); one rabbit was excluded due to poor quality of RNA obtained after repeat extraction. Food and water were withheld during experiments under both humidity conditions. To encourage consistent, baseline hydration, all animals were pre-hydrated with 0.1 M sucrose in water ad libitum for the 2 days preceding the experiment. Animals were euthanized at the end of the experimental exposure with a single 1.0 mL IV dose of Beuthanasia-D Special (Schering Plough Animal Health Corp., Union, NJ).

### Humidity challenge protocol

Eight hour low humidity and moderate humidity exposure were conducted in a specially fabricated environmental chamber. The chamber interior was segmented into three similar compartments, each with dimensions approximately 61 cm × 61 cm × 46 cm (Fig. 1a, b). Two compartments were sealed to limit the influx of room air and were intended for low humidity exposure, whereas the third compartment was left open to room air and was intended for a moderate humidity control. Gated duct caps were included within the wall of the low humidity compartment to allow for titration of room air as necessary.

Low humidity was achieved with a 70-pint commercial dehumidifier (Hisense DH70K1G: Qingdao, China) set to High Continuous attached to the chamber via 4-in. ducting. Moderate humidity exposure was achieved by opening the chamber airspace to room air without conditioning from the dehumidifier. Internal relative humidity and temperature were tracked using a HOBO Data Logger with a 12-bit Temperature/Relative Humidity Smart Sensor (U14–002, S-THB-M002: ONSET, Bourne, MA) at one-minute intervals.

### Blood collection and analysis

Blood was collected in heparinized tubes at the beginning of the 8-h experiment and immediately prior to euthanasia via venipuncture of the lateral ear vein to minimize trauma and distress of collection. Packed cell volume (PCV) was measured manually by visual assessment using a microhematocrit reader card following centrifugation.

### Sample collection and RNA extraction

The larynx and proximal trachea were excised from each animal immediately following euthanasia. The larynx was bisected posteriorly along the sagittal midline and pinned onto wax to expose the laryngeal lumen. Full-thickness soft tissue was microdissected bilaterally at the level of the glottis under magnification with microdissection scissors. Sections approximately 2-3 mm in any dimension collectively representing the vocal fold and surrounding tissue were immediately stored in RNAlater® Stabilization Solution (Invitrogen, Waltham, MA), stored at 4 °C overnight, and at − 80 °C until processing. Total RNA was extracted with the RNeasy Fibrous Tissue Mini Kit following the manufacturer protocol (QIAGEN®, Hilden, Germany).

### RNA sequencing (RNA-Seq)

RNA quality was assessed by RNA Eukaryotic Pico Chip (Agilent Technologies Inc., Santa Clara, CA) and used to construct poly-A derived cDNA libraries with the Universal Plus mRNA-Seq kit (NuGEN Technologies, Inc., Redwood City, CA). High throughput sequencing was completed with an Illumina® NovaSeq™ 6000 Sequencing System (Illumina Inc., San Diego, CA) by 100 million reads, paired, of 150 bases per sample. Differential gene expression analysis was conducted by the Purdue Bioinformatics Core using Cuffdiff with default parameters [89]. Data were submitted to the NCBI GEO database under accession number GSE148588.

### Quality control and read mapping

Sequence quality was assessed using FastQC (v0.11.7) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) for all samples, and quality trimming was done using FASTX-Toolkit (v 0.0.14) (http://hannonlab.cshl.edu/fastx_toolkit/) to remove bases with Phred33 score of less than 30, while retaining the resulting reads of at least 50 bases in length. The quality trimmed reads were mapped against the reference genome of *Oryctolagus cuniculus* using STAR (v 2.5.4b) [90].

### Differential gene expression analysis and annotation

Differential gene expression analysis between low and moderate-humidity groups was carried out using ‘R’ (v 3.5.1; http://www.r-project.org/). STAR mapping (bam) files were used for analysis by the Cuffdiff from Cufflinks (v 2.2.1) [89] suite of programs that perform differential expression analysis based on FPKM values. Syntax is provided in Additional file 4. Cuffdiff uses bam files to calculate Fragments per Kilobase of exon per Million fragments mapped (FPKM) values, from which differential gene expression between the pairwise comparisons can be ascertained. FPKM obtained were used for principal component analysis comparing individual rabbits; low expression genes were not removed. The gene annotations were retrieved from BioMart databases using biomartr package in ‘R’.

### Functional enrichment analysis and predicted protein interactions

Differential gene expression data were filtered for a false discovery rate (FDR) of less than or equal to 0.05. Log2 FC positive values imply upregulation, while negative values imply downregulation of genes in the vocal folds exposed to low humidity versus moderate humidity challenge. The set of differentially expressed genes provided by Cufflinks meeting the FDR criterion (*n* = 103) was used as input by Ensembl gene ID for DAVID (v6.8) [91] to obtain functional annotation analysis with 86 being found within the database. The same set of genes was used as input for STRING (Search Tool for the Retrieval of Interacting Genes/Proteins) v.11.0 (https://string-db.org) for prediction of protein interaction analysis, providing a full, supplemented network of 100 nodes. In parallel, genes were ranked in descending order based on -log10 *P*-value multiplied by the sign of log2 transformed FC as input for GSEAPreranked (versions 7.2.0) that was used to perform gene set enrichment analysis using GO gene sets.

GO and KEGG enrichments were obtained from DAVID with default settings. STRING analysis parameters were set with line thickness representing the strength of the data to support interaction including text mining, experimental, database, co-expression, neighborhood, gene fusion, and co-occurrence sources, the minimum required interaction score set to 0.4, shell parameters set to “None”, and disconnected nodes to be hidden. Clusters were generated based on the Markov Cluster Algorithm with the inflation parameter set to 2. The parameters used and full datasets from GSEA are provided in Additional file 4.

### Quantitative reverse transcription PCR (RT-qPCR)

Total RNA was used to generate cDNA with SuperScript™ IV VILO™ Master Mix (Invitrogen) using 374 ng of RNA as the template. RT-qPCR was performed in triplicate using SYBR Green 2x PCR Master Mix (Applied Biosystems, Waltham, MA) with 0.1 M of each primer and 2.5 μL of template cDNA in a 25 μL reaction volume using a QuantStudio 3 System (Applied Biosystems) thermocycler. Data was collected over 40 cycles by QuantStudio Design & Analysis Software v1.5.1. Primers used in this study are listed in Additional file 3: Table S3. Relative expression quantification of each gene was calculated using the 2^(−ΔΔCt)^ method [92].

### Statistical analysis

Statistical analysis was completed and visualized using RStudio™ Version 1.2.1335 (RStudio Inc., Boston, MA) with libraries *Tidyverse* [93] and *outliers* [94]. Changes in PCV were evaluated with Mann-Whitney nonparametric test. Relative gene expressions from RT-qPCR were tested with Welch two-sample t-test following removal of outlier values as determined by Grubb’s test. A *p*-value < 0.05 was considered statistically significant for all analyses.

## Supplementary Information

**Additional file 1: Table S1.** Complete list of genes identified by RNA-Seq analysis and differentially expressed genes (DEG) identified in the larynges of low humidity exposure group by Cufflinks. Excel table of all DEGs obtained by Cufflinks analysis, including Ensembl gene IDs, statistics, and Biomart annotations. Color code Ensembl_ID: green (FDR < 0.05), yellow (0.05 < FDR ≤ 0.1), red (0.1 < FDR ≤ 0.2).

**Additional file 2: Table S2.** Functional enrichment analyses of differentially expressed genes identified in the larynges of low humidity exposure group. Excel table containing the functional annotation enrichments divided into GO categories and KEGG obtained with DAVID (first tab), the functional annotation enrichments obtained by STRING (second tab), and the enrichement data for moderate and low humidity groups by GSEA.

**Additional file 3: Table S3.** List of primers used in the RT-qPCR validation.

**Additional file 4 Cuffdiff Cmd.** Syntax used for Cufflinks analysis.

## Data Availability

The RNA Sequencing dataset supporting the conclusions of this article are available in the NCBI GEO database under accession number GSE148588 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148588). Datasets including a full list of genes identified and Cufflinks-calculated differential expression, the functional enrichment analyses of differentially expressed genes, a list of primers used in the RT-qPCR validation, the full GSEA data set, and the syntax used for Cufflinks analysis are provided in Additional files 1, 2, 3 and 4, respectively.

## Abbreviations

CDHR4: Cadherin related family member 4
CDSN: Corneodesmosin
ECCP: Epithelial chloride channel protein
DAVID: Database for Annotation Visualization and Integrated Discovery v6.8
DEGs: Differentially expressed genes
FC: Linear fold change
GO: Gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
MCP1: Macrophage cationic peptide 1
MMP12: Matrixmetalloprotease 12
MUC21: Mucin-21
PCV: Packed cell volume
RT-qPCR: Reverse transcriptase quantitative polymerase chain reaction
SPBN: Suprabasin
STRING: Search Tool for Recurring Instances of Neighboring Genes
ZACN: Zinc activated chloride channel

# Supplementary material for: RNA sequencing identifies transcriptional changes in the rabbit larynx in response to low humidity challenge
**Source:** BMC Genomics. 2020 Dec 11;21:888. doi: 10.1186/s12864-020-07301-7
**Supplement:** Supplementary file 3 — Additional file 3: Table S3. List of primers used in the RT-qPCR validation.

| <b>GENE</b>  | <b>RT-qPCR Primers (5' → 3')</b>                     |
|--------------|------------------------------------------------------|
| <i>ECCP</i>  | F: TATGCACGAGTCAGCCAAGG<br>R: TCAGCACCTGCCCCATTATC   |
| <i>CDHR4</i> | F: GGTGACACCCGTCAATGAGT<br>R: GAACCTCTCCTGAGACGTAGT  |
| <i>CDSN</i>  | F: TCTCCTCCTGCCAGGAACCT<br>R: CTAGAGCTGCTGGAGCCACT   |
| <i>MCPI</i>  | F: GCACGTTTCAGTGAGCATCG<br>R: ACCACACCTGCCTTTACACC   |
| <i>MMP12</i> | F: AGGCCATAATGTTTCCACCT<br>R: CTGCTCTGGGCCTCCATAAAG  |
| <i>MUC21</i> | F: TTCTGTGTGAGAAAGTGCCTGT<br>R: GTGCCCCATCCATCTCCAAG |
| <i>SPBN</i>  | F: GCTGAATGGTGGTCAAGGCG<br>R: ATGTTGGCGACGTTCTCTCCA  |
| <i>ZACN</i>  | F: AACTGCGACTTTGAGCTCCT<br>R: TGACCACGTATTCCCGCTTG   |

How the deposited data were processed for this re-analysis (not part of the article)

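Vocal fold tissue of 12 rabbits was sequenced, 6 exposed to low humidity and 6 to moderate humidity, and each rabbit gave 1 library. The authors trimmed the reads with FASTX-Toolkit, mapped them with STAR and deposited a table of raw counts on 23669 Ensembl genes, in which each column is a rabbit. The paper's text does not name the counting tool. The values are whole numbers, and they were used as deposited. Cuffdiff's FPKM values and the reads themselves were not used here.

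Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were retained by edgeR's filter on low counts, libraries were normalized by TMM, and the groups were compared by the robust quasi-likelihood test with Benjamini-Hochberg adjustment and a threshold of 0.05, with all 12 rabbits and no covariate. The second criterion of the study, an absolute log2 FC of at least 1, was applied to the same test. The SE of a log2 FC is its size divided by the square root of the F statistic. For each named gene, an exact two-sided permutation test of the difference of group means of log2(CPM + 0.5) was made over all labelings of the rabbits, with Benjamini-Hochberg adjustment over the 57 genes the paper names. The principal component analysis was made with R's prcomp.

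The genes named in the text are those of Tables 1 and 2, those that the results and discussion name in this experiment, and the nodes of Fig. 4, as far as an identifier was found. To these were added the 5 genes in each direction with the smallest adjusted p-value among genes outside the study's list that have a symbol. Symbols were taken from the part of Table S1 used here. This rule, the comparisons and most alternatives were written before the data were examined. Coordinates are those of OryCun2.0 in Table S1, with 1 added to each start.

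The alternatives were DESeq2's size factors and upper-quartile factors in edgeR, DESeq2 1.42.0's Wald test, limma 3.58.1's voom with and without sample quality weights, all genes with at least 1 count, genes with at least 10 counts in every rabbit, no robust estimation, 1 surrogate variable from sva 3.50.0, leaving out LH26 and CH35 together, and leaving out each rabbit in turn. For the principal component analysis they were log2(CPM + 1) with and without scaling, the genes that pass edgeR's filter, and TMM factors. A dispersion taken from the trend over mean expression alone, with edgeR's likelihood ratio test, and the log2 CPM of ND3 as a covariate were chosen after the results were seen.

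The edgeR test was repeated for 100 splits of the 12 rabbits into 6 and 6, drawn with seed 20 from the 462 distinct splits with the real one included. Genes that rise and fall with a given gene within the groups were taken at a Pearson r of at least 0.9 across rabbits and compared with 10000 random lists of genes matched on expression. Genes at 2 separate levels were those with a gap of at least 2.0 on the log2 scale among the rabbits and a mean of at least 1.0 CPM. Single rabbits far from their group were sought by Dixon's ratio, with a critical value of 0.625 for 6 rabbits. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

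The tests were tested on simulated data, made with the dispersions estimated from these libraries and 6 libraries per group. Among 14607 genes, 199 had been changed by 2 on the log2 scale. The quasi-likelihood test recovered 180 of them (90.5%), and 12 of its 192 calls were false (6.2%). DESeq2 recovered 189, with 53 false calls among 242 (21.9%). The dispersion from the trend alone recovered 196, with 176 false calls among 372 (47.3%). The recovered shares hold for a change of 2 in genes picked at random. They do not give the power for smaller changes, such as that of MUC21 (log2 FC -0.83). Nor do they give it for genes with a large SE, such as ECCP (log2 FC -2.58, SE 1.40). The search for co-varying genes recovered 40 of 40 planted genes, and the search for genes at 2 levels 30 of 30.

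The libraries held between 42018364 and 72768175 counts per rabbit. For genes with many counts, this limits the precision less than the variation between rabbits does, a biological coefficient of variation of 32.7%. Genes with few counts, such as KPNA7 (266 counts over the 12 rabbits) and MMP12 (700), are not covered by this statement.

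Marker gene lists for 11 tissues and cell types were written before the data were examined, and tests on them were not made, because at most 62.5% of the genes of a list could be matched by symbol and 0 of the 11 lists reached the 80% required. The RT-qPCR, the humidity records, the packed cell volumes and the enrichment analyses have no deposited data here and were not analysed.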

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

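For 29 of 134 groups of 6 rabbits in the named genes, 1 rabbit lay far from the others of its group by Dixon's ratio on CPM, where chance gives 6.7. On log2 CPM the number was 8. The CPM scale was chosen before the data were examined. CPM has a long upper tail, so part of the number follows from the scale. The genes were also chosen for their differences between the groups on the same rabbits, and the 6.7 takes no account of this. Genes that vary together, such as the ciliary genes in CH39, are not separate events. CH39 had 12 of the 29 values, LH26 5, LH28 4, CH36, LH30 and LH31 2 each, and CH34 and CH35 1 each. The 12898 genes with a mean of at least 1.0 CPM were compared with the median of the rest of the group. In every rabbit at least 93.0% of them lay within 2-fold, and the lowest percentage was that of LH26. TMM normalization itself brings most genes close to those of the other libraries, so this cannot decide about a scaling error of the whole library. The percentages show that most genes did not share the far values. Reads shared between copies of a gene and a mislabelled rabbit were not tested for these values.

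CH39 was far above the other moderate humidity rabbits in CDHR4 (29.1 CPM, ratio 0.73) and the ciliary genes CFAP45 (10.5 CPM, 0.73), CFAP65 (12.7 CPM, 0.77), DRC7 (17.2 CPM, 0.72) and FOXJ1 (18.3 CPM, 0.80). LH28 was far above the other low humidity rabbits in CDHR4 (9.07 CPM, 0.67), CFAP65 (4.79 CPM, 0.75), DRC7 (7.85 CPM, 0.76) and FOXJ1 (6.04 CPM, 0.74). LH26 was high in FANK1 (5.38 CPM, 0.71). FANK1 did not follow FOXJ1 across rabbits, with its highest value in CH35, 15.8 CPM, where FOXJ1 had 0.99 CPM. The log2 FC of FOXJ1, -1.78, was -0.88 without CH39 and -2.90 without LH28, that of CFAP65, -1.65, was -0.75 and -2.87, that of DRC7, -1.44, was -0.55 and -2.76, and that of CDHR4, -1.82, was -1.04 and -2.74. A candidate explanation for the genes other than FANK1 is a varying share of ciliated epithelium in the dissected pieces. It was tested with the 98 genes outside the study's list that rise and fall with FOXJ1 within the groups, whose median log2 FC was -1.18, below the lowest 5% of matched random lists (-0.16). Random lists do not share the co-variation of such genes, and the mean score of the genes differed between the groups with an exact permutation p of 0.147. An effect of humidity on these cells remains open and was not separated from it.

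CH39 was also far above its group in genes of keratinocytes and of the epithelial surface, namely CRNN (127 CPM, ratio 0.75), KRTDAP (14.8 CPM, 0.67), S100A12 (124 CPM, 0.82), MUC12 (131 CPM, 0.82), ECCP (171 CPM, 0.96) and PLA2G4D (6.63 CPM, 0.65), and in ENSOCUG00000013331 (39.1 CPM, 0.91). LH30 was high in TGM3 (8.22 CPM, 0.85), whose log2 FC of -1.09 was -1.64 without LH30 and -0.69 without CH39. Without CH39 the log2 FC was 0.57 for ECCP, -0.54 for CRNN, -0.08 for S100A12, -0.20 for MUC12, -1.37 for KRTDAP and -1.14 for PLA2G4D. For CRNN, a varying share of one tissue component cannot be told apart from an effect of humidity, because 0 genes outside the study's list reached a within-group r of 0.9 with it. The other keratinocyte genes were not used for this search. ENSOCUG00000013331 is a gene at 2 separate levels among the rabbits, and CH39 is at the upper one.

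LH30 was far above its group in MYH7 (360 CPM, ratio 0.63), and CH34 in MYL4 (57.9 CPM, 0.75). Without LH30 the log2 FC of MYH7 was -1.99, and without CH34 that of MYL4 was -0.98. The 4 genes outside the study's list that rise and fall with MYH7 within the groups had a median log2 FC of -0.60, below the lowest 5% of matched lists (-0.14), with an exact permutation p of 0.186 for their mean score. A varying share of slow muscle in the dissected pieces could give this result, and few genes were available for the test. At low humidity LH30 was highest in both MYH7 and MYL4. At moderate humidity MYL4 did not follow MYH7, because CH39 had the lowest MYL4, 4.57 CPM, with 480 CPM of MYH7. The explanation was therefore not shown for MYL4. An effect of humidity remains open.

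LH26 was far above its group in RAE2 (320 CPM, ratio 0.90), ORM1 (41.1 CPM, 0.84), ENSOCUG00000027549 (834 CPM, 0.74) and TFF1 (8.87 CPM, 0.74). Without LH26 the log2 FC was -0.60 for RAE2, -2.81 for ORM1, -1.43 for ENSOCUG00000027549 and -2.82 for TFF1. CH35 was high in MGARP (10.2 CPM, 0.66), and the log2 FC of 1.51 was 2.30 without CH35 and 0.51 without LH26, the rabbit with the highest value (32.1 CPM). In ENSOCUG00000029357, CH36 was high (157 CPM, 0.76), and the log2 FC of -1.22 was -0.75 without CH36 and -1.80 without LH26. In ATPB, CH36 was high (26.1 CPM, 0.83) and LH31 low (6.22 CPM, 0.64), and without CH36 the log2 FC was 2.09. CH36 lay in the range of the other low humidity rabbits (22.04 to 30.74 CPM). LH31 lay in that of the other moderate humidity rabbits (3.85 to 7.69 CPM), so high and low values of ATPB occurred in both groups. In ARHGEF37, a gene outside the study's list, LH31 was high (284 CPM, 0.69). No test was made for the cause of these values.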

How the results depend on the processing

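The dispersion from the trend over mean expression alone and the ND3 covariate were chosen after the results were seen. No paired analysis was possible because the rabbit numbers of the groups do not overlap. The tests on marker gene lists and the muscle share as a covariate were not run, because too few genes of the lists were matched by symbol.

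The number of differentially expressed genes was 0 by edgeR's quasi-likelihood test, with 698 genes at an unadjusted p under 0.05. DESeq2's Wald test gave 8 genes, 7 of them with an absolute log2 FC of at least 1 and 2 of them in the study's list, with 881 genes at an unadjusted p under 0.05. The trend alone gave 222, 140 and 93 genes. DESeq2 and the trend also made more false calls in the simulated data. The other alternatives that kept all 12 rabbits gave 0 genes, with 505 to 1968 at an unadjusted p under 0.05. The number at an unadjusted p under 0.05 was 1968 with limma-voom and sample quality weights, 2377 without LH26 and CH35, and 1079 with 1 surrogate variable. The cause was not tested.

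Across the 12 fits that each left out one rabbit, the number of differentially expressed genes was from 0 to 1, the number with an absolute log2 FC of at least 1 from 0 to 1, and the number in the study's list 0 in each. The number at an unadjusted p under 0.05 was from 404, without CH39, to 1771, without CH35. Without LH30 the single gene was ENSOCUG00000017437, with a log2 FC of 1.55, and without CH36 it was ENSOCUG00000027290, with a log2 FC of 3.07, both named after their values were seen.

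In the principal component analysis, PC1 took 28.6% and both components 47.8% of the variance on log2(CPM + 1) without scaling, where the difference on PC2 had an exact permutation p of 0.0346. With the genes that pass edgeR's filter the shares were 28.7% and 49.5%. The other settings stayed on the same side of 0.05 for each test.

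Of the values of 67 named genes under an alternative, 58 passed the threshold and 9 changed direction. The others kept their direction and their side of the threshold. The threshold was passed by 55 genes with the trend alone and by 3 under alternatives set earlier. The changes of direction were in 4 genes. The log2 FC of ECCP was from -3.48 to 0.57 across the fits that left out one rabbit, with 0.57 without CH39. That of CRNN was 0.03 with limma-voom and sample quality weights. That of ENSOCUG00000027549 was from -1.43 to 0.04, with 0.04 without LH28 or LH30 and 0.01 without LH31 or LH32. That of RAE2 was from -0.60, without LH26, to 1.97, and it was -0.25 with limma-voom and sample quality weights and -0.80 without LH26 and CH35. Where a single rabbit was left out, fewer samples are the construction of the alternative, and elsewhere the cause was not tested.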

Differences from the paper's values

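The paper reports 103 differentially expressed genes by Cuffdiff, and edgeR's quasi-likelihood test gave 0, with 698 genes at an unadjusted p under 0.05. Of the paper's 61 genes with an absolute log2 FC of at least 1, 48 are lower and 13 higher at low humidity, and here the numbers were 0, 0 and 0. None of the alternatives set before the data were examined closed the gap. DESeq2's Wald test called 8 genes, 7 of them with an absolute log2 FC of at least 1, and 2 of them, MAB21L3 and ENSOCUG00000023566, are in the study's list. Their adjusted p-values were 0.0474 and 0.00947 by that test and up to 0.999 under the other alternatives set before the data were examined. The dispersion from the trend alone, chosen after the values were seen, called 222 genes, of which 140 had an absolute log2 FC of at least 1 and 93 are in the study's list.

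For MYH7 the paper's log2 FC is -2.030 and edgeR gave -1.42 (SE 0.58). The difference was within the SE with limma-voom and sample quality weights (-1.94), without LH26 and CH35 (-1.51), with 1 surrogate variable (-1.62), and without LH28 (-1.47), LH30 (-1.99), CH35 (-1.62) or CH36 (-1.62), and was larger than the SE under the other alternatives set before the data were examined. For ENSOCUG00000027549 the paper's log2 FC is 1.497 and edgeR gave -0.18 (SE 0.71). For AGER the paper's log2 FC is 1.516 and edgeR gave 0.89 (SE 0.40). For these 2 genes, none of the alternatives set before the data were examined closed the gap. For ENSOCUG00000023566 the paper's log2 FC in Table S1 is -1.749 and edgeR gave -2.64 (SE 0.62). The difference was within the SE with limma-voom (-2.20), limma-voom and sample quality weights (-2.37), 1 surrogate variable (-2.26) and without CH39 (-2.34), and was larger than the SE under the other alternatives set before the data were examined.

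The paper gives a depth of 69 to 112 (in units of 1e6) paired reads obtained per library. The counts on genes were 42.0 to 72.8 in the same units, which is a different quantity, and no alternative applies to it.

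The paper ranks MMP12 as the gene with the highest increase, and here the log2 FC of MCP1 was 2.24 and that of MMP12 2.19. The paper's discussion describes IL1RN as increased at low humidity, and here its log2 FC was -0.68, lower at low humidity. Table S1 also gives -0.68, which is the same direction if its column is read as low over moderate humidity. That reading is the direction of Table 1. Read by its heading, as moderate over low humidity, the value would be an increase at low humidity, as in the discussion. The paper describes the immunoglobulin ENSOCUG00000027549 as higher at low humidity, and here it was lower.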

Other observations

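The split count for adjusted p-values, the search for genes at 2 levels and the test of a variant at ND3 were chosen after the results were seen. The search for genes at 2 levels replaced a first one that found 0 genes.

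Other splits of the rabbits were compared with the real one. Of 100 splits, the real one included, 36 gave as many genes at an unadjusted p under 0.05 as the 698 of the real split, with other splits from 114 to 3291 and a median of 495. For genes with an adjusted p under 0.05 the real count is 0, so 100 of 100 splits are at least as large by construction and this count decides nothing. The split with the highest numbers, 40 genes with an adjusted p under 0.05 and 3291 at an unadjusted p under 0.05, is the real grouping with LH26 and CH35 exchanged, so it keeps 5 of 6 rabbits of each group together. With the dispersion from the trend alone, 30 of 100 splits gave as many as 222, with other splits from 51 to 775 and a median of 151. For the unadjusted p and for the trend alone, a count as large as the real one was therefore not rare among the splits, some of which differ from the real grouping by few rabbits.

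With edgeR's likelihood ratio test and one dispersion for genes of like expression, 93 of the 102 tested genes of the study's list are called. The quasi-likelihood test called 0 of them and DESeq2's Wald test, which also estimates a dispersion for each gene, 2. The fit with 93 calls changed the test as well as the dispersion, and the parts of these changes were not separated. Cuffdiff's own model was not run.

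KPNA7 was the gene with a symbol outside the study's list that had the smallest adjusted p by edgeR, at 0.215 ± 0.0421 CPM (SD, n = 6) at low and 0.553 ± 0.092 CPM (SD, n = 6) at moderate humidity, from 266 counts over the 12 rabbits. The exact permutation p was 0.00216, the smallest that the labelings of 6 and 6 rabbits allow. It was selected from 14703 genes. Symbols came only from the 1999 genes of Table S1 used here, of which 1633 have one. The rule for naming genes outside the list could not name other tested genes. The other 9 genes outside the list that were named by rule are ARHGEF37, NFIL3, BDKRB2, SDR39U1 and POPDC3, higher, and ALS2CL, ARHGEF28, GNAT3 and ADCYAP1, lower at low humidity.

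Counts at 2 separate levels were found for 27 of 12898 genes, 3 of them in the study's list (ENSOCUG00000013331, ENSOCUG00000023274 and ENSOCUG00000027988), named after their values were seen. Humidity is argued against as their cause, because both levels occur in both groups for 24 of the 27. The other 3 are ENSOCUG00000021523, ENSOCUG00000023274 and ENSOCUG00000026727. ENSOCUG00000026727 had 49.4 to 79.0 CPM in CH34, CH35, CH37 and CH38 and 0.49 to 0.84 CPM in the other rabbits. A variant of the rabbits or a gene copy was not tested for these genes.

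ND3, on the mitochondrial sequence from 9491 to 9837, and 8 genes with the same levels took 0.032 to 0.086% of the counts in LH26, LH30, LH31 and CH37 and 6.14 to 10.4% in the other 8 rabbits. A library or sequencing batch is argued against, because 9 of the 14676 genes that are not at 2 levels (0.06%) followed ND3 at an adjusted p under 0.05 by edgeR, and 189 at an unadjusted p under 0.05. With the log2 CPM of ND3 as a covariate, 505 genes had an unadjusted p under 0.05 between the groups and 0 an adjusted p under 0.05. A variant of these rabbits against the reference cannot be told apart from other causes. Only 1 gene, ENSOCUG00000025982, has its upper level in exactly these 4 rabbits, at 1452.74 to 2868.88 CPM against 22.9 to 65.5 CPM in the others, and the reads needed to see a variant were not used here.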
